# Loss of Tsc1 in cerebellar Purkinje cells induces transcriptional and translation changes in FMRP target transcripts

**DOI:** 10.7554/eLife.67399

**Published:** 2021-07-14

**Authors:** Jasbir Singh Dalal, Kellen Diamond Winden, Catherine Lourdes Salussolia, Maria Sundberg, Achint Singh, Truc Thanh Pham, Pingzhu Zhou, William T Pu, Meghan T Miller, Mustafa Sahin

**Keywords:** Tuberous Sclerosis, mTOR, FMRP, translation, ribosome, autism, Mouse

## Abstract

Tuberous sclerosis complex (TSC) is a genetic disorder that is associated with multiple neurological manifestations. Previously, we demonstrated that *Tsc1* loss in cerebellar Purkinje cells (PCs) can cause altered social behavior in mice. Here, we performed detailed transcriptional and translational analyses of *Tsc1*-deficient PCs to understand the molecular alterations in these cells. We found that target transcripts of the Fragile X Mental Retardation Protein (FMRP) are reduced in mutant PCs with evidence of increased degradation. Surprisingly, we observed unchanged ribosomal binding for many of these genes using translating ribosome affinity purification. Finally, we found that multiple FMRP targets, including SHANK2, were reduced, suggesting that compensatory increases in ribosomal binding efficiency may be unable to overcome reduced transcript levels. These data further implicate dysfunction of FMRP and its targets in TSC and suggest that treatments aimed at restoring the function of these pathways may be beneficial.

## Introduction

Tuberous sclerosis complex (TSC) is a neurocutaneous disorder caused by germline heterozygous loss-of-function mutations in *TSC1* or *TSC2*. Among the neurological manifestations, approximately 50% of patients with TSC are diagnosed with autism spectrum disorder (ASD) (Jeste et al., 2008; Jeste et al., 2016; Capal et al., 2017). Disrupted development of the cerebellum is among a number of pathogenic processes that have been associated with ASD (Fatemi et al., 2012; Becker and Stoodley, 2013; Rogers et al., 2013), and cerebellar pathology has been identified in patients with TSC (Weber et al., 2000; Eluvathingal et al., 2006; Vaughn et al., 2013; Weisenfeld et al., 2013). We have previously demonstrated that loss of either one or both alleles of *Tsc1* in cerebellar Purkinje cells (PCs) results in abnormal social behavior (Tsai et al., 2012; Tsai et al., 2018). Therefore, we evaluated the molecular targets that are dysregulated in TSC1-deficient PCs to understand the mechanism by which loss of TSC1 leads to PC dysfunction and abnormal social behavior.

TSC1 and TSC2 form a protein complex (TSC1/2) that negatively regulates the mechanistic target of rapamycin (mTOR) pathway by inactivating RHEB. Both TSC1 and TSC2 are necessary for a functional TSC1/2 complex (Hoogeveen-Westerveld et al., 2011), and loss of either gene leads to the clinical manifestations of TSC that are indistinguishable from one another. Thus, loss of either TSC1 or TSC2 leads to unchecked activation of mTOR. mTOR is a kinase that regulates several cellular processes, including proliferation, protein synthesis, and autophagy (Lipton and Sahin, 2014; Liu and Sabatini, 2020). The phosphorylation targets of mTOR depend on its surrounding adapter proteins, which define either the mTOR complex 1 (mTORC1) or mTOR complex 2 (mTORC2). mTOR signaling from either complex may affect transcriptional regulation of several genes and pathways, and we previously observed that loss of TSC2 in cortical neurons caused upregulation of the transcription factor ATF3 (Nie et al., 2015). However, mTORC1 also facilitates translation initiation and elongation through phosphorylation of 4EBP1/2 and ribosomal protein S6 (Saxton and Sabatini, 2017). Therefore, loss of TSC1/2 can cause complex changes in protein expression through modulation of transcription and translation in neurons.

In this study, we sought to characterize the effects of loss of *Tsc1* on PCs at both the level of transcription and translation. We performed RNA sequencing of total RNA from sorted PCs using FACS, and we used translating ribosome affinity purification (TRAP) to determine ribosomal binding of transcripts in PCs. By comparing these different levels of RNA regulation, we observed that many transcripts that bind to Fragile X Mental Retardation Protein (FMRP) maintain ribosomal binding despite reduced levels of transcripts overall. For one gene, *Shank2*, we found that the result of these opposing effects was reduced levels at PC synapses. These data highlight a complex interplay between the effects of mTOR activation of the regulation of transcript levels and ribosomal binding and provide further insight into the dysfunction of PCs in TSC.

## Results

### Loss of *Tsc1* in PCs leads to downregulation of gene expression

To assess the effect of loss of *Tsc1* on the transcriptome of PCs, we designed an experimental paradigm that allowed us to isolate PCs and measured their gene expression. We utilized our previously characterized animal model where *Tsc1* harbors loxP sites flanking exons 17 and 18, which leads to a null allele after Cre-mediated recombination (Kwiatkowski et al., 2002; Meikle et al., 2007). In this model, Cre is driven by the L7 (or PCP2) promoter that leads to expression of Cre specifically within PCs (Tsai et al., 2012). We then crossed these animals with an animal that expresses GFP under the same L7 promoter, leading to expression of GFP specifically within PCs (Tomomura et al., 2001). We performed immunostaining of control (*Tsc1*^+/+^ L7GFP) and mutant (*Tsc1*^fl/fl^ L7Cre;L7GFP) animals. We observed that PCs were specifically labeled with GFP and that loss of *Tsc1* led to increased soma size and phosphorylation of S6, consistent with mTORC1 activation (Figure 1a,b).

**Figure 1.**
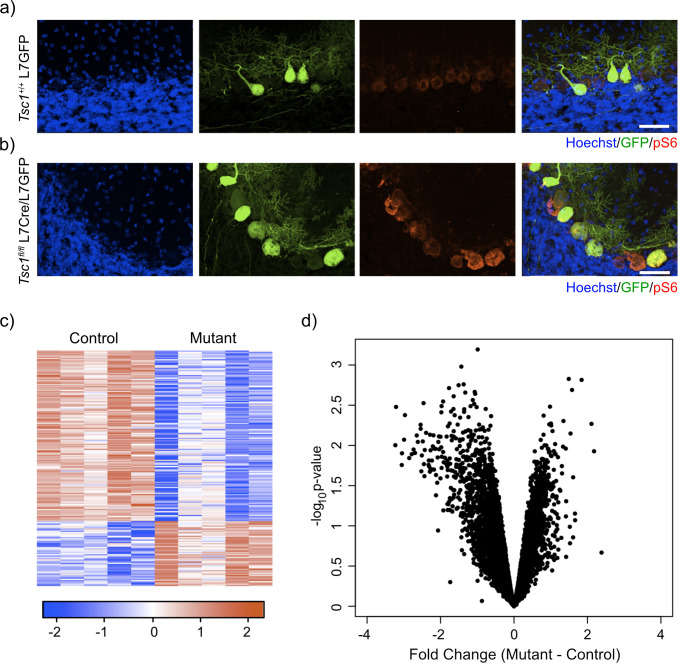
Labeling and sorting *Tsc1*^fl/fl^ PCs show predominance of downregulation gene expression. (**a**) Immunocytochemical characterization of wild-type control L7-GFP^+^ mouse PCs on P21 mouse cerebellum. Cell nuclei were stained with Hoechst. GFP^+^ PCs had dim expression of phosphorylated S6 (red). Scale bar 50 μm. (**b**) Immunocytochemical characterization of Tsc1^fl/fl^ L7Cre^+^L7-GFP^+^ mouse PCs on P21 mouse cerebellum. Cell nuclei were stained with Hoechst. GFP^+^ PCs were strongly positive for pS6 (red). Scale bar 50 μm. (**c**) Heatmap of differentially expressed genes in mutant (*Tsc1*^fl/fl^; N = 4) vs control (*Tsc1*^+/+^; N = 4) PCs (FC > 2 and p-value<0.01; n = 679 genes). Each row of the heatmap represents the scaled expression of one gene, where red corresponds to higher relative expression and blue corresponds to lower relative expression. (**d**) This volcano plot shows the relationship between fold change, calculated Mutant-Control, and p-value across all genes. A majority of genes in this dataset demonstrate downregulation in the mutant PCs compared to control.

**Figure 1—figure supplement 1.**
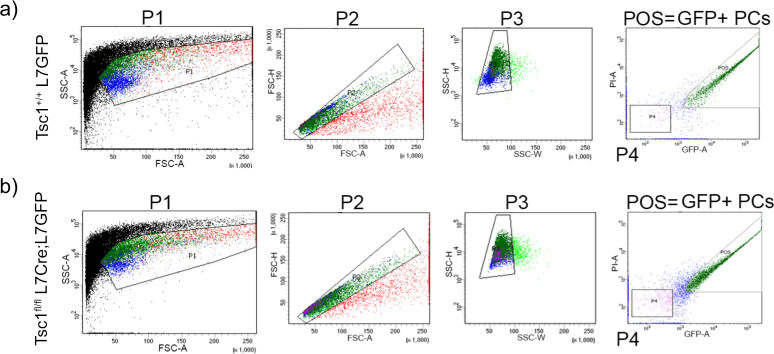
Gating strategy for FACS isolation of GFP labeled PCs. The gating for isolation of GFP-positive PCs is shown for (**a**) *Tsc1*^+/+^ L7GFP and (**b**) *Tsc1*^fl/fl^ L7Cre;L7GFP animals. Cells were identified from debris based on the forward and side scatter (P1). Single cells were identified using FSC-H (P2) and SSC-H/SSC-W (P3). Finally, GFP-positive cells were selected and sorted into separate tubes (gate: POS).

We then dissociated the cerebellum of control (N = 4) and mutant (N = 4) animals into single-cell suspensions and performed fluorescence-activated cell sorting (FACS) to specifically isolate GFP-positive PCs. After removal of debris, doublets, and dead cells, we found that GFP-positive PCs comprised approximately 7.7-10.8% of total events (Figure 1—figure supplement 1). 

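The labels of the sorted libraries list 5 mutant and 5 control samples, while the paper gives N = 4 of each genotype here and the legend of Figure 2a gives 5, so all 10 libraries were used. The mutants were libraries 61, 74, 103, 167 and 191, and the controls were 45, 48, 144a, 144b and 176. Libraries 144a and 144b carry the same animal number. They were the most similar of all pairs (r = 0.964 across genes, against 0.957 for the next pair), and they were kept as separate controls, with their average as an alternative. The labels also give a submission number for each library. Mutants 61, 74 and 103 belong to submission MS2723, controls 45, 48 and 144b to submission MS2872, and the other 2 libraries of each genotype to submission MS3005, so only MS3005 holds both genotypes. The authors mapped paired-end reads to GRCm38, assembled transcripts with Cufflinks and deposited, for 66494 loci, a signal that is an estimated fragment count divided by one size factor per library. Multiplying back gave 43.3 to 78.4 M fragments per mutant library (median 61.3) and 62.8 to 86.3 M per control library (median 70.9). From these values, log2(value + 1) was computed, genes with a mean of at least 5 were kept, and limma compared the genotypes, without a term for submission, after the paper's own methods. The log2 fold changes are on this log2(value + 1) scale, which understates the change of genes with low values. The supplementary files pair only 1985 loci with a reference gene, so that Tsc1, the deleted gene, was not analysed here and the genotype labels could not be checked on it.

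**Figure D1:**
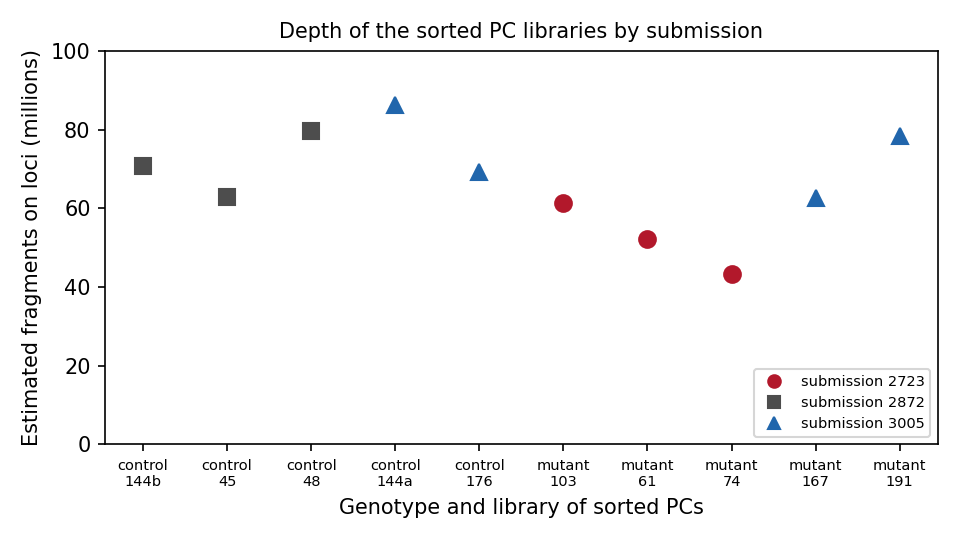
Estimated fragments on loci, in M, for each library of sorted PCs, grouped by genotype on the horizontal axis, with the symbol giving the submission number. The mutant libraries of submission MS2723 lie between 43.3 and 61.3 M, below every control library.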

We then isolated total RNA from these samples and performed RNA sequencing. Differential expression analysis between control and mutant animals identified 192 differentially expressed genes (FC > 2 and p-value<0.01; Supplementary file 1). 

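In the deposited values of all 5 mutant and 5 control libraries, 242 of 16455 genes had an unadjusted limma p under 0.01 and a fold change above 2. All 192 genes of Supplementary file 1 were among them. The filter on low values was chosen from the means in that list, so it could remove none of the 192. No gene had a Benjamini-Hochberg adjusted limma p under 0.05 (the smallest was 0.394), while 1861 genes had an unadjusted p under 0.05. The count was 33 with submission number as a term and 702 without the filter on low values. Leaving out 1 library at a time gave from 104 genes (without mutant 61) to 530 (without mutant 167). Among the genes past the thresholds whose groups did not overlap and that a supplementary file names, the largest decreases were in Doc2b, Camk2a and Itpr1. Itpr1 (locus XLOC_047129) lies on chromosome 6 of GRCm38 from 108213096 to 108551109 on the plus strand. Its log2(value + 1) was 16.92 ± 0.51 (SD, n = 5) in controls and 13.71 ± 1.92 (SD, n = 5) in mutants, a log2 fold change of -3.21 (standard error 0.81, limma adjusted p = 0.394). Doc2b fell by 3.35 and Camk2a by 3.23 on the log2 scale. Large increases were in Prkch (2.21) and Ncam2 (1.83). The Prkch and Ncam2 loci only overlap exons of those genes, and their assignment is therefore uncertain. With submission as a term, the log2 fold change was -1.21 for Itpr1, -1.49 for Doc2b and -0.62 for Camk2a, and 0.90 for Prkch and 0.66 for Ncam2.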

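Of the 242 genes past these thresholds, 177 were lower and 65 were higher in mutant PCs, so that 73.1% were downregulated (Wilson 95% interval 67.2 to 78.3, over genes, which are not independent). With libraries 144a and 144b averaged as 1 control the share was 66.7%, and with submission number as a term it was 57.6%. Without the filter on low values the direction changed, and 32.1% of the genes past the thresholds were lower. Leaving out control 45 gave 51.7% and leaving out mutant 103 gave 86.0%.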

Interestingly, most of the differentially expressed genes in this dataset were downregulated (72%) (Figure 1c). Indeed, we found that there was a bias toward downregulation in the overall gene expression, even among genes that did not show a significant change in gene expression (Figure 1d). This effect was more evident in genes with higher expression, and there was a statistically significant negative correlation between fold change and expression (r = –0.14, p<2.2e-16, Pearson correlation). These data demonstrate that loss of *Tsc1* results in a bias toward widespread transcriptional downregulation.

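The median log2 fold change over the 16455 genes tested was 0.03, and 7801 genes (47.4%) were below 0. Among the 16213 genes that were not past the thresholds, the median was also 0.03 and 47.0% were below 0. Each mutant library's median difference from the control mean varied with an SD of 0.03 (n = 5 libraries). One size factor per library, as in the deposited values, sets the typical gene near 0, so that a shift shared by all genes would not appear in this median. It was 0.17 without the filter on low values and -0.02 with submission number as a term.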

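Across the 16455 genes, the Pearson correlation between log2 fold change and mean log2(value + 1) was -0.161. It is a correlation across genes, which are not independent replicates, and its SD between mutant libraries was 0.0990. In the 25% of genes with the highest expression (mean of 11.67 or more), the median log2 fold change was -0.06 and 56.3% of genes were below 0. In the 25% with the lowest expression the median was 0.19 and 41.5% were below 0, and the groups between them had medians of 0.06 and 0.03. After quantile normalization between libraries the correlation was -0.00661, and with submission number as a term it was 0.000765.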

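Submissions MS2723 and MS2872 each hold libraries of 1 genotype, so the comparison within a submission could be made only in MS3005, with 2 mutant and 2 control libraries. There, 100 genes were past the thresholds and 56.0% of them were lower in mutants. The median log2 fold change over all genes was -0.02, and the correlation between fold change and expression was -0.0123. The fit with submission number as a term takes its genotype difference from the same libraries, so it is not a separate check. From the share of downregulated genes, the shift of the overall distribution and the negative correlation with expression, the paper concludes that transcripts are broadly biased toward lower levels once Tsc1 is lost.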

### Increased degradation of downregulated transcripts in *Tsc1*^fl/fl^ PCs

We hypothesized that the bias toward reduced levels of a majority of transcripts may reflect a change in RNA stability caused by loss of *Tsc1*. Therefore, we asked whether there was a systematic alteration in the coverage of transcripts from the RNA sequencing data to understand whether RNA degradation pathways might be altered in mutant PCs. We used the aligned RNA sequencing data to calculate the coverage of each nucleotide across each transcript, and we focused on transcripts that showed an average coverage of at least one read per nucleotide. We then divided each transcript into 100 equally sized intervals, and we calculated the fraction of reads within each interval compared to the total number of reads across the transcript. When we compared the median coverage across all transcripts between mutant and control PCs, we observed that mutant PCs showed reduced coverage at the 3’ end of the transcript compared to control PCs (Figure 2a). These data show that there is a bias toward reduced coverage in the 3’ region of transcripts in mutant PCs, suggesting that 3’–>5’ RNA degradation pathways may be increased in mutant PCs.

**Figure 2.**
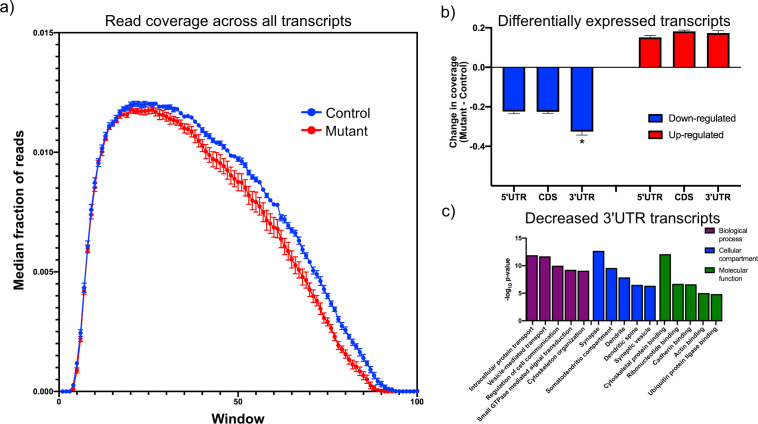
Downregulated transcripts in *Tsc1*-deficient PCs display enhanced reduction in the 3’UTR and are enriched in synaptic genes. (**a**) This plot shows the median coverage of reads across all downregulated transcripts. Each transcript was divided into 100 equally sized intervals and coverage was calculated across each of these intervals. The error bars show the SEM between five animals of each genotype, where mutant PCs are shown in red and control PCs are shown in blue. There is a bias for fewer reads across the 3’ regions of transcripts in mutant PCs. (**b**) This bar plot shows the read coverage across different segments of each transcript for downregulated (blue) and upregulated (red) transcripts. Read coverage was calculated separately for the 5’ UTR, coding sequence, and 3’ UTR, and the error bars represent SEM. The 3’ UTR of downregulated genes in mutant PCs demonstrate significantly reduced coverage compared to the 5’ UTR and coding sequence (*p<0.001, ANOVA with Tukey’s post hoc test). (**c**) This bar plot shows the enrichment of functional gene ontology categories among the downregulated transcripts with enhanced reduction in the 3’ UTR. Several synapse-related categories are among the most enriched categories.

**Figure 2—figure supplement 1.**
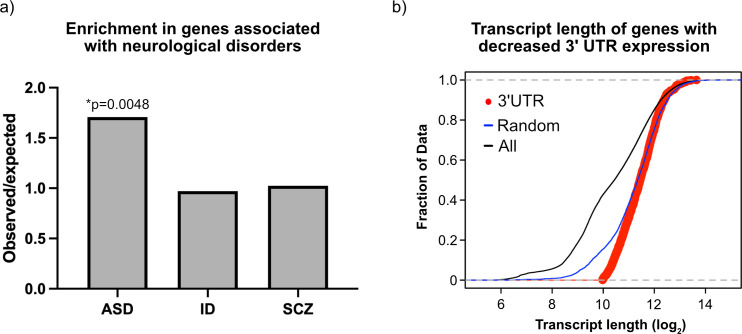
Characterization of transcripts with reduced 3’UTR expression. (**a**) Barplot of observed/expected ratios for transcripts with reduced 3’UTR expression in the following sets of genes associated with neurological disorders: (1) ASD – genes from SFARI (https://gene.sfari.org/) with a score of 1, (2) intellectual disability (ID) from Parikshak et al., 2013, and (3) schizophrenia (SCZ) from Wang et al., 2018. p-values were calculated using a hypergeometric probability. (**b**) ECDF plot of transcript length of transcripts with reduced 3’UTR expression (red), a random set of transcripts with similar expression distribution (n = 2934) to those with reduced 3’UTR expression (blue), and all transcripts (black). Genes with reduced 3’UTR expression were significantly longer than similarly expressed genes (p=8.6e-5; Mann–Whitney U-test) and all detected transcripts (p<2.2e-16; Mann–Whitney U-test).

To further understand the dependence between overall transcript expression and coverage across the transcript, we identified all significantly up- and downregulated transcripts and analyzed the difference in coverage of these genes between mutant and control across the 5’ UTR, the coding sequence, and the 3’ UTR to determine whether changes in one of these regions was responsible for driving the change in expression of the transcript. The 3’ UTR showed significantly reduced coverage in the mutant compared to the control PCs among the downregulated genes (Figure 2b). However, there was no significant difference between the regions of the upregulated genes. These data suggest that there may be distinct mechanisms driving up- and downregulation of genes within TSC1-deficient PCs.

We then searched through the downregulated transcripts for those that showed greater changes in the 3’ UTR than the overall transcript expression, identifying 978 transcripts (Supplementary file 2). We reasoned that this may be a core group of transcripts that are strongly affected by increased RNA degradation in mutant PCs. To understand what functions are associated with this group, we performed gene ontology analysis and observed that these transcripts were strongly enriched in categories such as synapse, protein transport, and cytoskeletal binding (Figure 2c). In a prior study, we had observed that TSC2-deficient PCs that were derived from human-induced pluripotent stem cells showed downregulation of FMRP targets (Sundberg et al., 2018). Therefore, we examined this group of downregulated transcripts and found a highly significant enrichment of FMRP target genes (p=2.59e-55) (Darnell et al., 2011). Given that FMRP has been associated with longer genes (Darnell et al., 2011; Ouwenga and Dougherty, 2015), we examined the length of this group of transcripts. We observed that transcripts with reduced 3’ UTR were significantly longer than a random set of transcripts with a similar distribution of expression (p=8.6e-5; Mann–Whitney U-test; Figure 2—figure supplement 1). We then examined this set of transcripts to determine whether they might be enriched in genes associated with neurological and psychiatric disorders, including ASD, intellectual disability, and schizophrenia. Interestingly, we only observed a significant enrichment in ASD risk genes (p=0.0048; hypergeometric probability), but not in the other disorders (Figure 2—figure supplement 1). Taken together, these data demonstrate that downregulated genes with alterations in the 3’ UTR are FMRP targets with increased transcript length and are associated with synaptic functions and ASD susceptibility genes. Therefore, perturbation of RNA decay pathways in mutant PCs may substantially affect PC physiology.

### TRAP of *Tsc1*^fl/fl^ PCs does not reflect decreased total transcript levels

mTOR also exerts strong effects at the level of translation, and therefore, we decided to evaluate ribosomal binding of transcripts within PCs to determine whether changes in translation mechanisms could compensate for or exacerbate the alterations that we had observed in the transcriptome. The TRAP paradigm utilizes a labeled ribosomal subunit (RPL10A-EGFP) that can be expressed in a subset of cells to specifically profile ribosomal binding of transcripts (Heiman et al., 2014). For these studies, we used animals that have a floxed-STOP RPL10A-EGFP in the constitutively active Rosa26 locus, which leads to EGFP-labeled ribosomes after Cre-mediated recombination (Figure 3a). We crossed these animals to the *Tsc1*/L7Cre animals described above. We then performed immunostaining of these animals, and we found that GFP was expressed specifically within calbindin-positive neurons, which is a known marker of PCs (Figure 3b).

**Figure 3.**
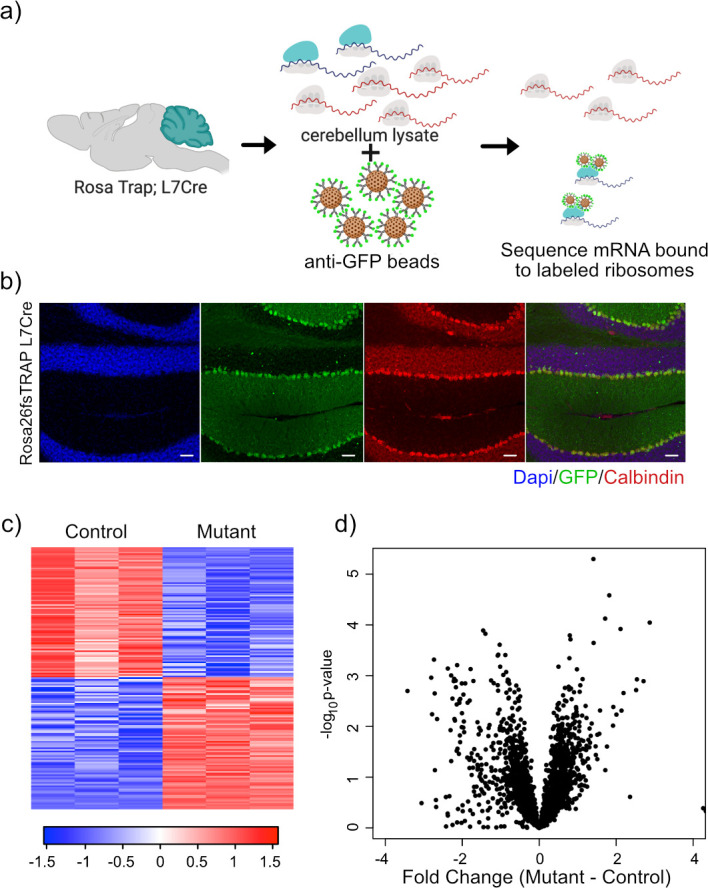
Expression of GFP-tagged ribosomes and ribosomal binding of transcripts in PCs. (**a**) Schematic of TRAP protocol for identifying ribosomally bound transcripts specifically within PCs. (**b**) Anti-GFP immunofluorescence of in Rosa26fsTRAP L7Cre animals shows labeling of the PCs of the cerebellum. Sagittal sections from P56 Rosa-Trap animals expressing Cre under Pcp2 promoter (L7Cre) were stained with GFP (green), calbindin (red), and DAPI (blue). Scale bars, 10 µm. (**c**) Heatmap of TRAP levels of genes that were previously identified to be downregulated at the transcript level. Each row of the heatmap represents the scaled expression of one transcript, where red corresponds to higher relative expression and blue corresponds to lower relative expression. (**d**) This histogram shows the fold changes of the TRAP values for the previously identified downregulated transcripts between mutant and control PCs. Despite being downregulated at the total mRNA level, these transcripts generally show maintained ribosomal binding.

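Of the 177 genes that were lower in sorted mutant PCs at the thresholds used for total RNA, 123 had a mean log2(value + 1) of at least 2 in the TRAP libraries (3 per genotype). Their median log2 fold change was -1.54 in total RNA and -0.17 in TRAP. In TRAP, 74 of them (60.2%) were below 0 and 3 were past the same thresholds. The median varied with an SD of 0.24 between mutant TRAP libraries. Among 10000 random gene lists of the same size matched on mean TRAP level, it lay at percentile 0.05, and the central 95% of those lists had medians from -0.08 to 0.12. These lists measure spread over genes, which are not independent, and not between animals. The median was smaller in size than its SD between libraries. Leaving out 1 sorted or TRAP library at a time gave medians from -0.23 to -0.07. Without the filter on low values the median was 3.2e-05. With the values scaled to equal totals, a setting chosen after seeing the data, it was 0.22, so its sign depended on the scaling.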

We performed RNA sequencing on TRAP samples from mutant (N = 3) and control PCs (N = 3). 

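TRAP isolates the mRNAs bound to GFP-tagged ribosomes of PCs from whole cerebellum. The labels list 3 control and 3 mutant TRAP libraries, as in the paper, together with 3 libraries of each genotype labelled as rapamycin-treated, on which the paper does not report. As for the sorted PCs, the authors deposited an estimated fragment count per locus divided by one size factor per library, quantified on the loci assembled from the sorted PCs and scaled separately from the sorted table. Multiplying back gave 4.90 to 6.38 M fragments in the control libraries (median 5.73) and 2.68 to 3.41 M in the mutant libraries (median 2.84). A few loci held much of each library. The 10 highest took 62.2% to 62.7% of the signal in the controls and 70.8%, 68.1% and 40.5% in mutants 1, 2 and 3. Across genes, libraries of the same genotype had correlations from 0.71 to 0.813 in controls and from 0.838 to 0.883 in mutants. Genes with a mean log2(value + 1) of at least 2 were compared with limma, using only the 6 libraries without rapamycin.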

We then focused on genes that showed significant changes in ribosomal binding between mutant and control PCs. This analysis identified 165 differentially bound genes (FC > 2 and p-value<0.01; Supplementary file 3). 

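In the deposited TRAP values, 189 of 9658 genes had an unadjusted limma p under 0.01 and a fold change above 2, and 128 of the 165 genes of Supplementary file 3 were among them. The TRAP filter on low values was chosen from the means in that list. Counted by a Benjamini-Hochberg adjusted limma p under 0.05, there were 7 genes. Every TRAP control library was listed at 0 for 3 of them and all but 1 control for another 2. Without the filter on low values 441 genes were past the thresholds, and with all 4 TRAP groups in one fit 65 were. Leaving out 1 library at a time gave from 98 (without mutant 2) to 354 (without control 2). By the rule set for naming genes, the largest decreases were in B930036N10Rik (-3.42), Scarna3b (-3.14) and AF357399 (-3.10). Scarna3b is annotated as a scaRNA and AF357399 as a snoRNA, which was near the floor in mutants (0.50 ± 0.86, SD, n = 3). These loci were at 0 in every sorted control and at means of 2.99, 0.26 and 1.10 in sorted mutants. A loss of ribosomal binding in PCs is therefore not shown by them. B930036N10Rik (locus XLOC_003396) is an antisense transcript on chromosome 1 of GRCm38 from 171500568 to 171504111, with log2(value + 1) of 6.72 ± 0.86 (SD, n = 3) in controls and 3.30 ± 0.64 (SD, n = 3) in mutants (limma adjusted p = 0.188). The locus nearest AC166344.3 had a log2 value of 6.54 ± 0.59 (SD, n = 3) in mutants, while controls 1 and 3 were listed at 0 and control 2 was at 1.17 (limma adjusted p = 0.00917). The loci assigned to Tbc1d23 and E030025P04Rik were listed at 0 in every control. The first took 8.50%, 7.15% and 5.30% of mutant libraries 1, 2 and 3, and the second took 20.2%, 18.9% and 2.89%. The Tbc1d23 locus only overlaps that gene and the E030025P04Rik locus lies on the opposite strand, so that their assignment is uncertain.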

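Of the 189 genes past the TRAP thresholds, 91 were higher and 98 were lower in mutants, so that 48.1% were increased (Wilson 95% interval 41.1 to 55.2, over genes). The split depended on the scaling between libraries. After quantile normalization 37.1% were increased, and with the values scaled to equal totals, a setting chosen after seeing the data, 94.9% of 78 genes were increased. Without the filter on low values the share was 71.7%, and with all 4 TRAP groups in one fit it was 60.0%. Leaving out mutant 3 gave 32.2% and leaving out control 3 gave 69.0%.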

Interestingly, nearly equal numbers of genes showed increased and decreased ribosomal binding compared to control (Figure 3c). 

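Over the 9658 genes tested in TRAP, the median log2 fold change was 0.07 and 4381 genes (45.4%) were below 0. The median of each mutant library against the control mean varied with an SD of 0.02 (n = 3 libraries). It stayed above 0 after quantile normalization (0.02), without the filter on low values (0.13) and with each library left out in turn (0.03 to 0.09). With the values scaled to equal totals it was 0.47, a shift that applies to all genes. As for the sorted PCs, one size factor per library sets the typical gene near 0. The TRAP median therefore neither shows nor excludes a shift shared by all genes.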

Consistent with these data, we found that there was no overall bias toward downregulation of ribosome bound mRNAs (Figure 3d), in contrast to the total RNA data obtained from sorted PCs.

### Translation efficiency is increased in *Tsc1*^fl/fl^ PCs

mTOR is an important regulator of multiple aspects of translation, including initiation, elongation, and ribogenesis. Therefore, we examined ribosomal loading by calculating the translation efficiency (TE) for each gene, which is the difference between the ribosomal bound level of a gene and its total abundance in the cell (Thoreen et al., 2012). We then calculated the change in TE (ΔTE) between mutant and control animals for each gene. To estimate the variability of TE and determine whether changes in TE were statistically significant, we calculated ΔTE on subsets of the data and calculating the Z-score of each distribution. 

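ΔTE was computed here as the methods describe, from the mean log2(value + 1) of the 5 sorted libraries and the 3 TRAP libraries of each genotype, for the 9374 genes that passed the filters of both tables. The SD came from 100 recalculations that each left out 1 library drawn from each of the 4 groups, and the Z-score is the absolute ΔTE divided by this SD. Because such recalculations share most of their libraries, the SD was smaller than the standard error of ΔTE from the spread between libraries, with a median ratio of 0.662. Data were simulated with the same relative spread for every gene and no differences between submissions. When no gene differed between genotypes, 370 of 9945 genes had a Z-score above 4. None had a limma interaction between genotype and assay at an adjusted p under 0.05. With 200 genes raised 4-fold in TRAP, 174 were recovered by the Z-score and 115 by the adjusted p. The limma interaction was therefore run beside the Z-score, as one model over both kinds of library. Sorted and TRAP libraries were prepared and scaled separately, so that a ΔTE also carries any difference in the scaling of genotypes within either table.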

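With the deposited values, 814 of 9374 genes had a ΔTE Z-score above 4. The limma interaction gave 41 genes at a Benjamini-Hochberg adjusted p under 0.05, all of them among the 814, and 1362 genes at an unadjusted p under 0.05. For 3 of the 41, every TRAP control was listed at 0. The interaction gave 13 genes with libraries 144a and 144b averaged, 5 with submission number as a term and 6 with only the sorted libraries of submission MS3005. With the standard error in place of the SD of the recalculations, 123 genes exceeded 4, and without the filters on low values 1749 did. With the values scaled to equal totals, a setting chosen after seeing the data, the count was 77. Leaving out 1 library at a time gave from 577 to 931 genes by the Z-score, and from 11 (without TRAP mutant 2) to 284 (without TRAP control 2) by the adjusted p. Supplementary file 4 lists 833 genes that passed both filters here, and 724 of them had a Z-score above 4.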

We found 1808 genes that showed a ΔTE Z-score greater than 4, which corresponded to an uncorrected p-value<3.2e-5 (Supplementary file 4). 

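Among the 814 genes with a Z-score above 4, ΔTE was higher in mutants for 629 (77.3%) and lower for 185. Among the 41 genes of the limma interaction, 36 had a higher ΔTE. The share of increases was 67.3% after quantile normalization, 61.6% without the filters on low values and 64.3% with only the sorted libraries of submission MS3005. With each library left out in turn it ranged from 69.2% to 80.0%.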

A majority of these genes (1131) showed an increase in ΔTE in mutant PCs compared to control (Figure 4a). These data demonstrate that activation of mTOR through loss of TSC in PCs leads to increased TE, consistent with known roles of the mTOR pathway in facilitating protein synthesis.

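The 629 genes with a higher ΔTE had a median log2 fold change of -0.55 in total RNA and 0.63 in TRAP. For the 185 genes with a lower ΔTE the medians were 0.36 in total RNA and -0.93 in TRAP. Selection on ΔTE itself favours opposite signs in these medians. From the excess of genes with increased ΔTE, the paper concludes that mTOR activation through loss of TSC in PCs raises TE, and it relates this to the known roles of mTOR in protein synthesis.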

**Figure 4.**
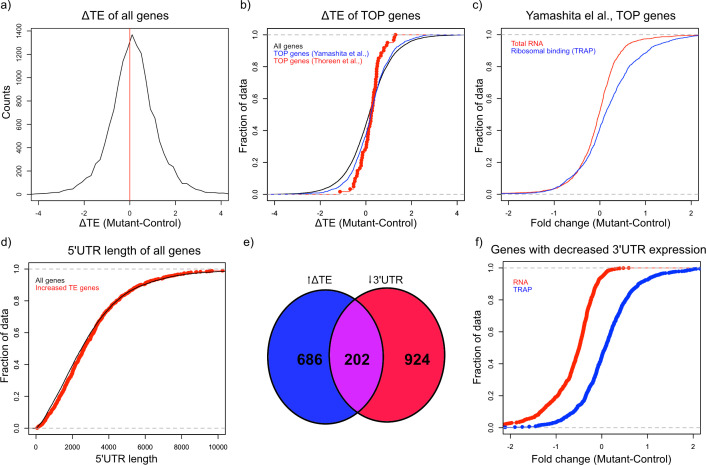
Alterations in TE in *Tsc1*^fl/fl^ PCs. (**a**) This histogram shows the ΔTE between mutant and control PCs, and the vertical red line in the middle identifies the point where ΔTE = 0. A majority of the genes are situated to the right of the red line demonstrating increased ΔTE in mutant PCs. (**b**) These empiric cumulative distribution function (ECDF) plots show the distribution for all genes (black), known TOP genes from Thoreen et al. (red), and predicted TOP genes from Yamashita et al. (blue). There is a slight shift towards higher ΔTE for Yamashita et al. predicted TOP genes compared to all genes (p=0.004, T-test). (**c**) ECDF plot of fold changes for the total RNA and TRAP data for the predicted TOP genes from Yamashita et al., demonstrating that these genes have a slightly higher ribosomal binding in CC PCs without a change in the total RNA levels. (**d**) ECDF plot of the 5’ UTR length for all genes (black) and genes with significantly increased ΔTE (red). There is no difference between these two groups of genes (p>0.05, Mann–Whitney U-test). (**e**) Venn diagram showing the highly significant overlap between genes with significantly increased ΔTE and downregulated transcripts with reduced coverage in the 3’ UTR. (**f**) ECDF plot of fold changes for the total RNA and TRAP data for downregulated transcripts with reduced 3’ UTR coverage. These data show that the increased ΔTE of these genes is due to reduced total RNA levels with maintained ribosomal binding levels.

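Over all 9374 genes with a ΔTE, the median was 0.19 and 5665 genes (60.4%) were above 0.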

Known downstream targets of mTOR impact several aspects of protein synthesis in general, but studies have also found that mTOR can influence translation of specific transcripts. One specific motif that has been shown to increase translation in an mTOR related manner is the 5’ terminal oligopyrimidine (5’ TOP) motif, which is a pyrimidine rich motif near the transcription start site that is thought to facilitate initiation (Thoreen et al., 2012). In addition, reduction of FMRP has also been shown to potentiate ribosomal binding of TOP genes (Das Sharma et al., 2019). Therefore, we searched for 5’ TOP motifs in the group of genes in mutant PCs that show increased TE. Although known TOP genes from one study (Thoreen et al., 2012) did not demonstrate a significant increase in TE, we found that all genes with a predicted TOP motif (Yamashita et al., 2008) displayed a significantly greater ΔTE compared to all other genes (p=0.004, T-test; Figure 4b). Consistent with this increase in TE, we found that these predicted TOP genes showed an overall positive fold change in ribosomal binding without a clear shift in total RNA abundance (Figure 4c). Other studies have found that length and/or complexity in the 5’ UTR region was an important feature of mTOR-regulated genes (Gandin et al., 2016). However, we found that there was no increase in the length of the 5’ UTR of transcripts with increased ΔTE (Figure 4d). We then examined the downregulated genes with exaggerated reduction of the 3’ UTR identified above, and we found a remarkably significant overlap between these genes and those with significantly increased ΔTE (Figure 4e; p=2.08e-133; Hypergeometric probability). Interestingly, as opposed to the predicted TOP genes, these genes display downregulation at the total transcript level and unchanged ribosomal binding, leading to their increased TE (Figure 4f). These data indicate that genes with enhanced downregulation of the 3’ UTR, which are enriched in FMRP targets, show increased relative ribosomal binding with loss of TSC1.

### Increased TE of FMRP targets in *Tsc1*^fl/fl^ PCs

Given our observations that FMRP targets tended to be downregulated at the transcript level but maintain their ribosomal binding, we decided to more carefully examine FMRP targets in TSC1-deficient PCs. We identified a group of 150 FMRP target genes based on known FMRP binding in prior studies (Darnell et al., 2011) and decreased expression in *Tsc1*^fl/fl^ L7Cre PCs, and we re-assessed their transcript level expression and RNA binding using amplicon-based quantification. We created amplicon-based libraries from total RNA from FACS PCs and TRAP RNA, so that these data would be directly comparable without technical confounding due to different library preparation methods. In addition, the use of amplicons allowed interrogation of the same region of the transcript in both total and TRAP RNA. Consistent with our prior data, we confirmed that most of the FMRP targets were downregulated in mutant PCs compared to control PCs (Figure 5a). However, these same genes showed no significant change in overall distribution in their ribosomal binding (Figure 5b). Therefore, these data confirm our observation of differential effects of loss of *Tsc1* on FMRP targets at the transcript and ribosome-bound levels.

**Figure 5.**
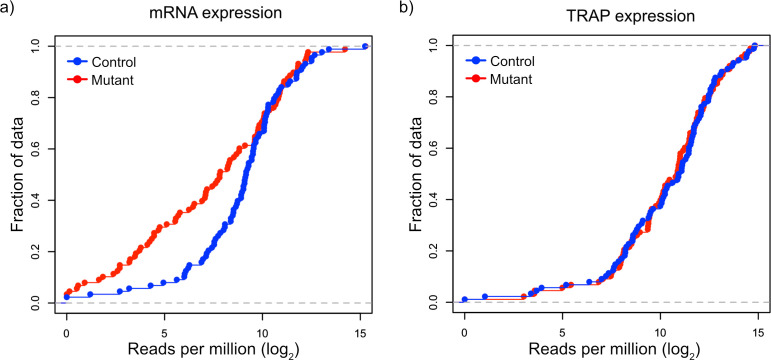
Validation of downregulation of transcripts and maintained ribosomal loading in *Tsc1*-deficient PCs. (**a**) This cumulative distribution function shows the distribution of total mRNA expression from sorted PCs for 150 FMRP target genes, previously found to be downregulated in mutant PCs, between mutant (red) and control (blue) PCs. (**b**) This cumulative distribution function shows the TRAP values for the same 150 genes between mutant (red) and control (blue) PCs. Despite the obvious downregulation of many genes at the total mRNA level, the ribosomal loading of these transcripts appears mostly unchanged.

### Changes in protein expression in *Tsc1*^fl/fl^ PCs

Previously, we had observed an increase in translation efficiency in predicted 5’ TOP genes, and therefore, we decided to investigate the protein levels of these genes. 

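Cdk16 (locus XLOC_061832) is a protein-coding gene on chromosome X of GRCm38 from 20687954 to 20699880 on the plus strand. Its log2(value + 1) in sorted PCs was 16.14 ± 0.41 (SD, n = 5) in controls and 14.90 ± 0.75 (SD, n = 5) in mutants, a log2 fold change of -1.24 (standard error 0.36, limma adjusted p = 0.394). In TRAP it was 8.41 ± 0.27 (SD, n = 3) in controls and 8.33 ± 0.27 (SD, n = 3) in mutants, a difference of -0.08 that was smaller than the spread between libraries (limma adjusted p = 0.967). The ΔTE was 1.16 with a Z-score of 4.54, and the adjusted p of the limma interaction was 0.328. Within submission MS3005 the total RNA difference was -0.35. Rpl28 was not analysed here.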

We examined the expression of predicted 5’ TOP genes with increased TE in the cerebellum using the Allen Brain Atlas, and we identified two potential candidates, *Cdk16* and *Rpl28*, that appeared to be enriched in PCs. We then assayed the expression of these genes using immunoblotting on control and mutant whole cerebellum. Interestingly, we did not observe any significant changes in their expression at the protein level (Figure 6—figure supplement 1).

We then investigated the resulting protein levels for several FMRP target genes because of the discrepant findings between gene expression and ribosomal binding. We carefully examined known FMRP targets with reduced mRNA expression and unchanged ribosomal binding for specific expression within PCs using the Allen Brain Atlas. We identified three targets to test for changes at the protein level, including *Dlg3*, *Kif3c*, and *Shank2*. 

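Of these genes, only Shank2 is paired with a locus in the supplementary files, and Dlg3 and Kif3c were not analysed here. Shank2 (locus XLOC_051954) lies on chromosome 7 of GRCm38 from 144001928 to 144424494 on the plus strand, and the assembled transcripts share splice junctions with it without matching it in full. Its log2(value + 1) in sorted PCs was 14.83 ± 0.71 (SD, n = 5) in controls and 12.09 ± 1.98 (SD, n = 5) in mutants, a log2 fold change of -2.73 (standard error 0.85, limma adjusted p = 0.394). The mutant libraries of submission MS2723 were at 9.23, 11.17 and 12.25 and those of submission MS3005 at 13.74 and 14.06. Within submission MS3005 the difference from controls was -0.59. In TRAP, Shank2 was at 8.33 ± 0.19 (SD, n = 3) in controls and 8.75 ± 0.42 (SD, n = 3) in mutants, a log2 fold change of 0.42 (limma adjusted p = 0.777). The ΔTE was 3.15 with a Z-score of 6.64, and the adjusted p of the limma interaction was 0.232.

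**Figure D2:**
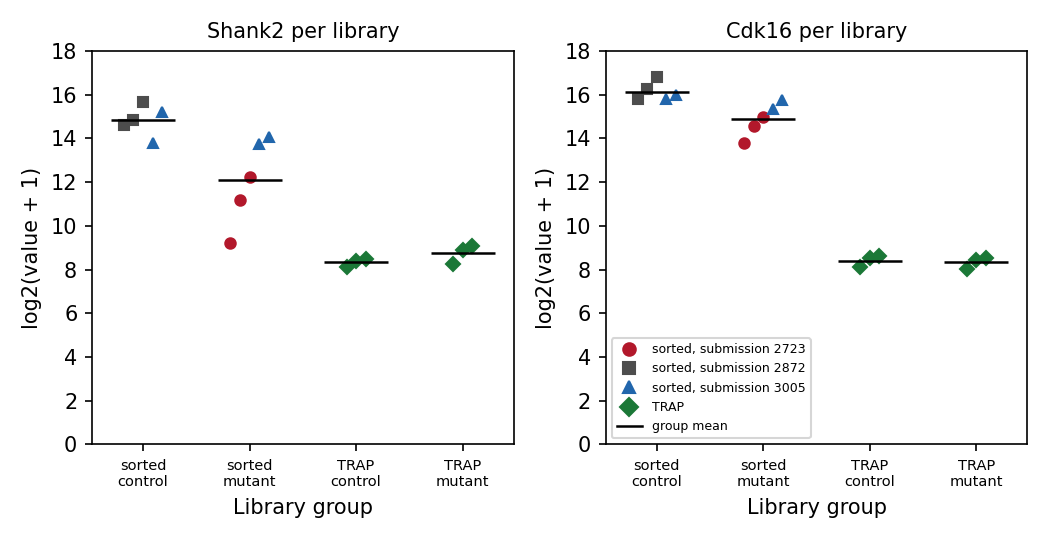
Log2(value + 1) of Shank2 (left) and Cdk16 (right) in each sorted and TRAP library of each genotype, with symbols for the submission of the sorted libraries and lines at the group means. For Shank2, the 3 mutant libraries of submission MS2723 lie from 9.23 to 12.25, and the 2 of submission MS3005 at 13.74 and 14.06.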

We performed immunoblots of *Tsc1*^fl/fl^ and *Tsc1*^fl/fl^ L7Cre cerebellum at P42–P45 (N = 6 animals of each genotype), and we observed a significant reduction of DLG3 and KIF3C at the protein level in mutant cerebellum (Figure 6a,b). We then performed immunohistochemistry of SHANK2 in the cerebellum of *Tsc1*^+/+^ and *Tsc1*^fl/fl^ L7Cre;L7GFP animals (N = 4 animals of each genotype). We used confocal microscopy to identify GFP-positive PC dendrites in the molecular layer, and measured SHANK2+ punctae within these processes. Interestingly, we observed a significant decrease in the intensity of SHANK2+ punctae in mutant PCs compared to control (Figure 6c–e). These data suggest that the increase ribosomal binding efficiency of these transcripts in *Tsc1*-deficient PCs is unable to overcome their overall down regulation, resulting in a decreased level of the protein.

**Figure 6.**
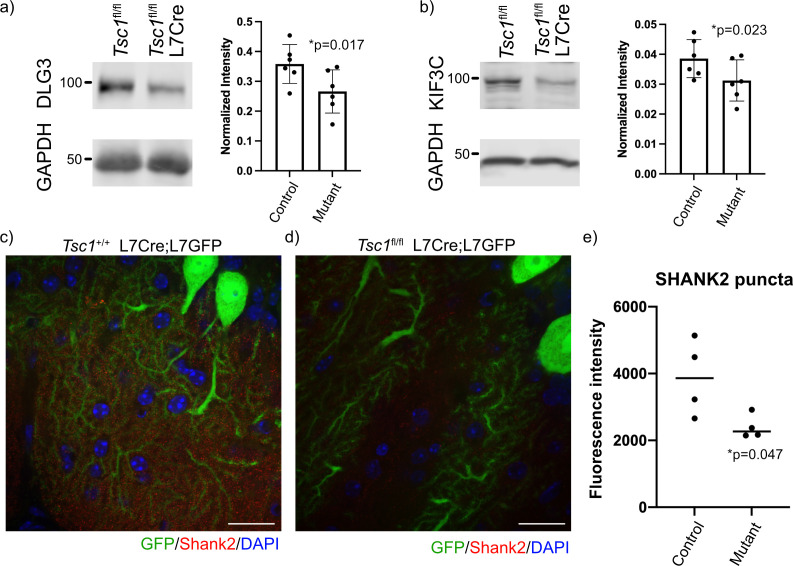
Reduced expression of FMRP targets in mutant cerebellum. Protein expression of (**a**) DLG3 and (**b**) KIF3C assessed by western blot of whole cerebellum lysates from control (*Tsc1*^fl/fl^) and mutant (*Tsc1*^fl/fl^ L7Cre) animals (N = 6). Bands were quantified using densitometry, and p-values calculated using a paired T-test, where littermates were paired together. Confocal images of staining of SHANK2 in (**c**) *Tsc1*^+/+^ L7Cre/L7GFP and (**d**) *Tsc1*^fl/fl^ L7Cre/L7GFP animals. SHANK2 is present in punctae along PC dendrites in the molecular layer, and GFP-labeled PCs are shown in green. Scale bars = 20 μm. (**e**) Bar plot showing the quantification of the intensity of SHANK2+ punctae in control and mutant animals. Each data point represents the mean value across 10 images from three–four independent slices from the same animal. N = 4 animals. p=0.047 (T-test).

**Figure 6—figure supplement 1.**
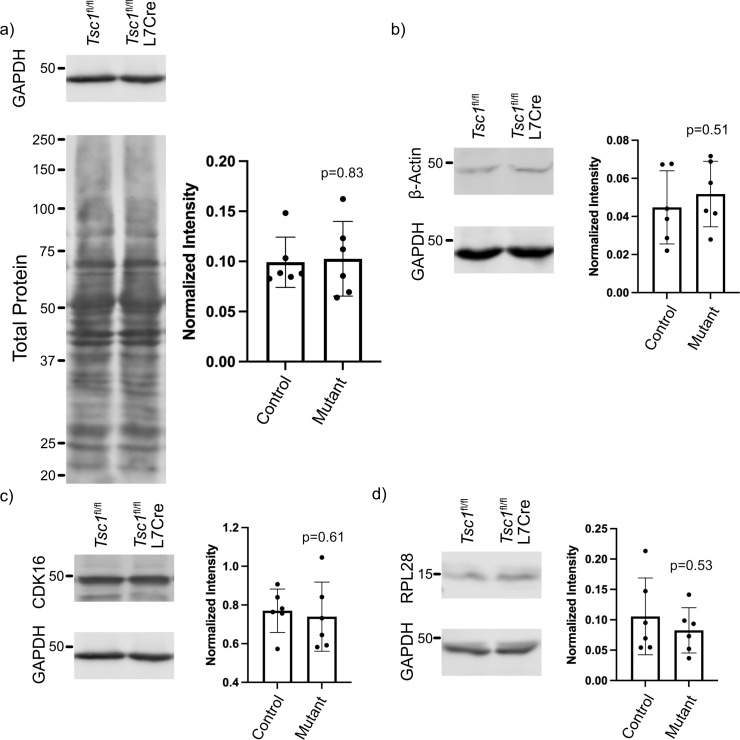
Western blot controls and 5’ TOP genes. (**a**) Western blot of GAPDH and total protein showing that GAPDH is unchanged between mutant and control cerebellum, verifying its use as a loading control. (**b**) Western blot of β-actin in mutant and control cerebellum showing no significant change between genotypes. (**c**) Western blot of the predicted 5’ TOP gene, *Cdk16*, showing no significant change between mutant and control cerebellum. (**d**) Western blot of the predicted 5’ TOP gene, *Rpl28*, showing no significant change between mutant and control cerebellum. Each protein was assessed in six animals per genotype, and p-values were calculated using a paired T-test by pairing littermates together.

## Discussion

The cerebellum and PCs, in particular, have been implicated in the development of abnormal social behavior in TSC (Tsai et al., 2012; Tsai et al., 2018). Therefore, we have endeavored to understand the molecular abnormalities present in TSC1-deficient PCs. We observed that the majority of differentially expressed genes between mutant and control PCs were downregulated. We also found that these downregulated genes in mutant PCs were enriched in FMRP targets and showed reduced coverage at the 3’ region, suggestive of increased RNA decay. In contrast, we did not observe a reduced ribosomal binding of these genes, implicating processes that facilitate more efficient loading of these transcripts onto ribosomes. Finally, we observed that several FMRP targets displayed reduced protein expression, implying that compensatory increases in ribosomal binding efficiency may be insufficient to overcome overall reduced transcript levels. These data suggest that dysregulation of FMRP target genes at the transcript level, rather than the ribosomal binding level, may drive molecular dysregulation in *Tsc1* mutant PCs and underlie the development of synaptic abnormalities in these neurons.

We observed that there was a notable bias toward down-regulation of genes in mutant PCs, and we found that this was driven by exaggerated reduction of the coverage of the 3’ region, especially the 3’ UTR. Prior studies have reported that mTOR can affect RNA stability, but most of these studies showed that treatment with rapamycin reduced stability of certain transcripts (Banholzer et al., 1997; Hashemolhosseini et al., 1998; Albig and Decker, 2001). Rapamycin reduced the stability of specific transcripts in yeast through increasing the rate of deadenylation, although the mediator of this effect was not identified (Albig and Decker, 2001). Inhibition of mTORC1 with rapamycin was also shown to facilitate RNA degradation through the nonsense mediated decay pathway, but this effect was shown to be associated with alterations in translation machinery associated with the 5’ cap (Martinez-Nunez et al., 2017). It is likely that our observations contradict these earlier studies because none of the prior studies assayed hyperactive mTORC1 or were performed in neurons, and the downstream machinery may be substantially different in mutant PCs. Canonically, RNA degradation is preceded by deadenylation of the transcript, rendering the molecule susceptible to exonuclease activity from either the 5’ or 3’ end (Łabno et al., 2016). We hypothesize that 3’→5’ decay activity is increased in mutant PCs because of the reduction in coverage in the 3’ region of transcripts. The best characterized 3’→5’ exonucleases are *Dis3*, *Dis3L*, and *Dis3L2*, which differ in their association with the RNA exosome complex (Łabno et al., 2016; Dos Santos et al., 2018). Interestingly, 20 of 24 genes associated with the exosome show modest but non-significant increases in expression in *Tsc1*^fl/fl^ PCs in this dataset (Supplementary file 5). 

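For the 24 genes of Supplementary file 5, the limma log2 fold changes in sorted PCs were above 0 for 20 and ranged from -0.30 to 1.12, with a median of 0.16. No gene had an unadjusted limma p under 0.05 (the smallest was 0.0607). The smallest adjusted p was 0.450 over all genes tested and 0.599 adjusted over the list alone. Within submission MS3005, 18 of the 24 were increased. The fit with submission number as a term gave the same count, because its genotype difference comes from MS3005 alone. Leaving out 1 library at a time gave 17 to 21. Dis3 (locus XLOC_019864, chromosome 14 of GRCm38, from 99075206 to 99099770 on the minus strand) had a log2 fold change of 0.24 (standard error 0.24).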

DIS3 was also found to be upregulated due to ER stress in *Caenorhabditis elegans* (Sakaki et al., 2012), and we have found that TSC2-deficient neurons show evidence of ER stress (Di Nardo et al., 2009). In addition, the RNA exosome complex is involved in ribosomal RNA maturation (Kobyłecki et al., 2018; Pirouz et al., 2019), and mTORC1 is known to increase ribosomal biogenesis (Gentilella et al., 2015). Therefore, it is possible that mTORC1 may induce the RNA exosome by stimulating the production of ribosomes, and the RNA decay phenomenon that we observe could be a side effect of this process.

Another striking finding of this study is the maintenance of ribosomal binding of transcripts despite down-regulation of the gene at the transcript level. These data suggest that the primary abnormality in mutant PCs may be at the transcript level, while the increase in relative ribosomal binding is a compensatory effect. Interestingly, the genes that show this pattern of reduced transcript level with maintained ribosomal binding are highly enriched in targets of FMRP. We also observed a similar decreased expression of FMRP target transcripts in iPSC-derived PCs with mutations in *TSC2* (Sundberg et al., 2018), corroborating the findings of this study. FMRP is an RNA binding protein that is lost in Fragile X Syndrome, which is characterized by high rates of intellectual disability and ASD (Niu et al., 2017). FMRP is known to be a repressor of translation (Feng et al., 1997; Brown et al., 2001), but its effects on the ribosomal binding of specific transcripts are less clear (Thomson et al., 2017). In addition, FMRP can bind to ribosomes and reduce their ability to synthesize new proteins, suggesting a more general effect on translation (Chen et al., 2014). Therefore, it is possible that dysfunction in FMRP could facilitate binding of specific transcripts to ribosome despite their reduced abundance at the total transcript level. FMRP has also been shown to play a role in mRNA stability (Zalfa et al., 2007; De Rubeis and Bagni, 2010), which suggests that it could also contribute to the increased RNA degradation and downregulation of its target transcripts. A recent study demonstrated that loss of FMRP can preferentially destabilize transcripts in neurons based on their codon optimality (Shu et al., 2020). In contrast, another recent study that examined hippocampal slices from *Tsc2*^+/−^ mice reported that the expression of FMRP targets was increased and their ribosomal binding was decreased (Hien et al., 2020). It is possible, and in fact likely, that there are cell type differences in the functions of TSC1/TSC2 and FMRP in the brain leading to the discrepancy between this prior study and our data. Our study further reinforces the connection between mTOR and FMRP and highlights the role of mTOR hyperactivation in altering both the total abundance and ribosomal binding of FMRP target genes.

Given the varied effects on gene expression and ribosomal binding, there are likely to be pleiotropic effects on *Tsc1*-deficient PCs. We did observe a subtle but significant increase in predicted 5’ TOP genes, which is consistent with studies that have demonstrated that both mTOR activation and loss of FMRP can facilitate ribosomal binding of these mRNAs (Thoreen et al., 2012; Das Sharma et al., 2019). However, we were not able to observe these changes at the protein level. Given that these genes are involved in general cellular processes, it is possible that other cell types in the cerebellum contribute to their expression, diluting any change in expression in PCs. Therefore, further studies using more sensitive and specific techniques will be required to determine the consequences of increased ribosomal binding of 5’ TOP genes in *Tsc1*-deficient PCs. In contrast, we observe reduced protein levels of several FMRP targets. *Kif3c* is an anterograde motor that is implicated in both axonal and dendritic trafficking (Davidovic et al., 2007; Gumy et al., 2013). In addition, *Dlg3*, which encodes for post-synaptic density protein 93, and *Shank2* are scaffolding proteins present at the post-synaptic density and highly expressed in PCs (McGee et al., 2001; Eltokhi et al., 2018). *Dlg3* is implicated in X-linked intellectual disability, while *Shank2* is a known risk gene for ASD (Tarpey et al., 2004; Satterstrom et al., 2020); therefore, dysregulation of these genes may contribute to neurological and behavioral abnormalities. Deletion of *Shank2* in PCs has been shown to alter levels of glutamate receptors in dendritic spines and lead to abnormal social behavior in these animals (Peter et al., 2016). Another study that deleted *Shank2* in PCs found alterations in excitation onto PCs but did not observe abnormal social behavior (Ha et al., 2016). These data suggest that proper regulation of *Shank2* in PCs is critical for normal function of cerebellar circuits. We found that the apparently compensated ribosomal binding each of these FMRP targets is insufficient to overcome its downregulation at the transcript level, leading to its downregulation at the protein level. Therefore, these data suggest that reduced expression of these synaptic proteins may contribute to the development of altered cerebellar circuitry and abnormal social behavior.

In this study, we performed profiling of the total transcriptome and ribosomally bound transcripts in PCs with a deletion of *Tsc1*. We observed changes at the transcript level that suggest alterations in RNA degradation and compensatory changes at the ribosome level. These data indicate the presence of novel mechanisms underlying PC dysfunction in TSC, which may be associated with the development of abnormal social behavior. Further study of these pathways may provide new avenues for therapeutics for ASD in TSC and related neurodevelopmental disorders.

## Materials and methods

**Key resources table:** 

Reagent type (species) or resource	Designation	Source or reference	Identifiers	Additional information
Strain, strain background (*Mus musculus*)	*Tsc1*^fl/fl^	Jackson Labs	(Stock# 005680)	
Strain, strain background (*Mus musculus*)	Rosa26fsTRAP	Jackson Labs	(Stock# 022367)	
Strain, strain background (*Mus musculus*)	L7Cre	Jackson Labs	(Stock# 010536)	
Strain, strain background (*Mus musculus*)	L7GFP	Jackson Labs	(Stock# 004690)	
Antibody	Anti-GFP (Mouse monoclonal)	Memorial Sloan Kettering Centre	HtzGFP-19F7 and HtzGFP-19C8	50 µg per IP
Antibody	Anti-DLG3 (PSD93) (Mouse monoclonal)	Biolegend	818302	(1:1000)
Antibody	Anti-KIF3C (Rabbit polyclonal)	Proteintech	144333–1-AP	(1:800)
Antibody	Anti-CDK16 (PCTAIRE) (Rabbit polyclonal)	Proteintech	10102–1-AP	(1:750)
Antibody	Anti-Rpl28 (Rabbit polyclonal)	Proteintech	16649–1-AP	(1:1000)
Antibody	Anti-Gapdh (Mouse monoclonal)	ThermoFisher	AM4300	(1:10,000)
Antibody	Anti-B Actin (Mouse Monoclonal)	Cell Signaling	3700	(1:5000)
Antibody	Anti-GFP (Chicken polyclonal)	ThermoFisher	A10262	(1:1000)
Antibody	Anti-Shank2 (Rabbit polyclonal)	ThermoFisher	PA5-78652	(1:500)
Peptide, recombinant protein	Purified Recombinant Biotinylated Protein L	Pierce	29997	
Chemical compound, drug	Streptavidin MyOne T1 Dynabeads	ThermoFisher	65601	
Chemical compound, drug	Cycloheximide	Sigma Aldrich	01810–1G	
Chemical compound, drug	RNasin	Promega	N2515	
Chemical compound, drug	Superasin	ThermoFisher	AM2694	
Chemical compound, drug	DHPC	Avanti Polar Lipids	850306	
Chemical compound, drug	TRIzol	ThermoFisher	15596026	
Chemical compound, drug	Papain	Worthington	LS003126	
Chemical compound, drug	DNase I	Worthington	LK003172	
Commercial assay or kit	RNAeasy Minelute kit	Qiagen	74204	
Software, algorithm	R v4.0.2	https://cran.r-project.org/		
Software, algorithm	Prism v9	GraphPad		
Software, algorithm	Python v2.7	https://www.python.org/		

### Mice

All animal procedures were carried out in accordance with the Guide for the Humane Use and Care of Laboratory Animals, and all procedures in this study were approved by the Animal Care and Use Committee of Boston Children’s Hospital. All animals were kept in ARCH animal house facility under 12 hr light/dark cycle with food and water available ad libitum. *Tsc1*^fl/fl^ mice possess loxP sites flanking exons 17 and 18 of the *Tsc1* gene (stock# 005680) and were obtained from Jackson labs (Kwiatkowski et al., 2002). The Rosa26fsTRAP mouse line (stock# 022367) and the L7Cre mouse line (stock# 010536) were obtained from Jackson labs. The L7GFP line was also obtained from Jackson labs (stock# 004690). The L7GFP mice were on a C57BL/6J background and were bred with *Tsc1*^fl/+^ L7Cre animals to generate *Tsc1*^fl/+^ L7Cre;L7GFP animals, which were bred together to generate *Tsc1*^fl/fl^ or *Tsc1*^+/+^ L7Cre;L7GFP animals. The Rosa26fsTRAP mice were on a C57BL/6 j background and were bred with *Tsc1*^fl/+^ L7Cre animals to generate *Tsc1*^fl/+^ L7Cre;Rosa26fsTRAP animals. These animals were bred together to generate either *Tsc1*^fl/fl^ or *Tsc1*^+/+^ L7Cre;Rosa26fsTRAP animals.

### Fluorescence-activated cell sorting

For isolation of PCs, we used *Tsc1*^+/+^ or *Tsc1*^fl/fl^ L7Cre/L7GFP animals. The cerebellum was microdissected from either P21 or P42 animals and chopped into small pieces before incubation with papain digestion buffer (1× HBSS medium containing 40 U/ml Papain [Worthington Biochemical, cat # LS003126], DNase I 100 units/ml [Worthington Biochemical, cat # LK003172], and 30 mM glucose) for 30–45 min at 37°C with 5% CO_2_. Tissue was dissociated into single cells by trituration with a fire-polished glass pipette. Cell suspensions were washed twice with papain wash buffer (1× HBSS supplemented 30 mM glucose, and 10% FBS and 1× penicillin/streptomycin antibiotic cocktail). Cells were then resuspended in FACS buffer (1× HBSS with 1× pen/strep solution and 2% BSA [sigma, cat # A9576]) and filtered through 40 µM cell strainer (Falcon). Cells were centrifuged 200 × g for 3 min and suspended into FACS buffer (1× HBSS and 1% BSA). Cells were sorted with FACS-Aria II (BD Bioscience) using 100 µM nozzle setting. Cells were identified from debris based on the forward and side scatter, and doublets were removed using FSC-H and SSC-W/SSC-H. Cells that were GFP positive and Propidium Iodide (PI) negative were collected into FACS buffer, and between 1 and 2 million cells were collected per animal. Cells were washed once with PBS and total RNA isolated using Qiagen mini Plus kit according to manufacturer’s instructions (Qiagen). RNA quality and integrity were assessed by analysis in Bioanalyzer. RNA samples with RIN values > 8 were used for library preparation according to manufacturer’s instructions (SmartSeqv4 RNASeq kit, Clontech) or manual library preparation for Ampliseq analysis (Ion AmpliSeq Lib Kit Plus). From each mouse, an average of 1,500–1,000,000 GFP-positive cells were obtained.

### Translating ribosome affinity purification

To purify ribosome-associated RNAs specifically from Purkinje neurons in the cerebellum from *Tsc1*^fl/fl^ and *Tsc1*^+/+^ animals, we used TRAP methods as previously described (Heiman et al., 2014; Dougherty, 2017). Briefly, 12 μl of Purified Recombinant Biotinylated Protein L (Pierce, cat #29997, 1 μg/μl) was conjugated to 30 μl of Streptavidin MyOne T1 Dynabeads (Thermo Fischer Scientific, cat # 65601) at room temperature using gentle end-over-end rotation. The beads were then washed five times with PBS containing 3% BSA (Jackson Immunoresearch, cat #001-000-162). After collecting beads on the magnet, they were washed once with low KCl wash buffer (10 mM HEPES pH 7.4, 5 mM MgCl_2_, 150 mM KCl, and 1% NP-40) and further incubated with 100 μg total of mouse anti-GFP antibodies (HtzGFP-19F7 and HtzGFP-19C8, Memorial Sloan Kettering Centre, 50 μg of each) for 1 hr at room temperature.

To prepare cerebellar lysates, *Tsc1*^+/+^ or *Tsc1*^fl/fl^ L7Cre+/Rosa26fsTRAP+ animals were decapitated, and the cerebellum from each animal was homogenized in ice-cold homogenization buffer (10 mM HEPES pH 7.4, 5 mM MgCl_2_, 150 mM KCl, 0.5 mM DTT, 100 μg/ml cycloheximide, RNasin, Superasin, and 1× protease inhibitors, cOmplete EDTA-free from Roche) using 12 strokes of Teflon-glass homogenizers. To clear the nuclei and debris, samples were centrifuged at 2000 × g for 10 mins at 4°C. Polysomes were prepared by adding NP-40 (1%) and DHPC (30 mM), incubating on ice for 5 min, followed by centrifugation at 20,000 × g for 15 min at 4°C. For input RNA, a 60 μl sample of the supernatant was removed, added to 190 μl of low KCl wash buffer and 750 μl of Trizol and stored at −80°C for RNA isolation. Remaining supernatant was incubated with GFP-coated Dynabeads overnight at 4°C with end-over-end rotation. After overnight incubation, anti-GFP beads were captured on the magnet, washed four times with high KCl wash buffer (10 mM HEPES pH 7.4, 5 mM MgCl_2_, 350 mM KCl, 1% NP-40, 0.5 mM DTT, RnasinRNasin, and 100 μg/ml cycloheximide), and resuspended in 250 μl of low KCl wash buffer and 750 μl of Trizol reagent. RNA was isolated using Trizol reagent protocol. To remove contaminating genomic DNA, DNase I (Qiagen, cat #) was used from Qiagen RNAeasy Minelute kit. RNA quality was assessed by Bioanalyzer analysis using Pico chip. TRAP RNA from each animal was used to make Illumina ready libraries at the Molecular Biology Core facility at the Dana Farber Cancer Institute.

### RNA-Seq

Barcoded and pooled libraries were sequenced on Illumina HiSeq 4000 to generate 75 base paired end reads. Quality of RNA-seq data was assessed initially using FastQC (https://www.bioinformatics.babraham.ac.uk/projects/fastqc/), and Trimmomatic (http://www.usadellab.org/cms/?page=trimmomatic) was used to remove adapters and low quality bases. Reads were mapped to the mouse genome (Ensembl GRCm38) using STAR. For sorted PCs, the transcriptome was assembled with Cufflinks. For the TRAP data, the transcriptome assembly from the sorted PCs was used. Gene and transcript quantification were performed using Cufflinks. These data were imported into R for further analysis.

Differential expression from both datasets was calculated using the LIMMA package. Differentially expressed transcripts were also identified using LIMMA using the transcript-specific data from Cufflinks. Thresholds for differential expression were p-value<0.01 and fold change > 2.

Exon coverage was determined directly from the mapped SAM files for each sample using custom Python scripts. This was then converted into transcript coverage by concatenating exons into transcripts that were identified by Cufflinks. Transcripts were then broken into 100 evenly spaced intervals and average number of reads across an interval were normalized to the total number of reads across the entire transcript. For up- and downregulated transcripts, the sequences were obtained using the UCSC Table Browser based on coordinates from Cufflinks. Coding and non-coding (5’UTR and 3’UTR) were extracted from these sequences by searching for the longest open reading frame within the sequence. Coverage was then calculated separately for each portion of the transcript (5’UTR, CDS, 3’UTR), and the difference between wild-type and mutant cells was calculated. Gene ontology was performed using DAVID (https://david.ncifcrf.gov/), and non-redundant categories from GO_FAT Cellular Compartment, Biological Process, and Molecular Function were selected. Datasets of disease risk genes used for comparison included (1) ASD genes – SFARI (https://gene.sfari.org/) genes with a score of 1, (2) intellectual disability genes (Parikshak et al., 2013), and (3) schizophrenia risk genes (Wang et al., 2018).

TE was calculated as described in Thoreen et al., 2012. Briefly, counts from RNA and TRAP were transformed using log_2_(counts + 1), and ΔTE = (TRAP *Tsc1*^fl/fl^ – TRAP *Tsc1*^+/+^) – (RNA *Tsc1*^fl/fl^ – RNA *Tsc1*^+/+^). Variance of the ΔTE measure was estimated by recalculating ΔTE 100 times per gene, while leaving one value out for each dataset. This distribution was summarized using a Z-score for each gene.

### Western blotting

*Tsc1*^fl/fl^ or *Tsc1*^fl/fl^ L7Cre animals (N = 6 for each genotype) were sacrificed at P42–45, and the cerebellum was dissected. The whole cerebellum was lysed in RIPA buffer with protease inhibitors (Pierce) and homogenized and sonicated. Lysates were clarified by centrifuging at 18,000 x g for 15 min at 4°C, and the insoluble pellets were discarded. The supernatant was quantified using a BCA assay. Laemmli buffer was added to the supernatant and boiled at 95°C for 5 min prior to loading onto 10% polyacrylamide gels, which were transferred onto PVDF membranes. Antibodies for western blots included DLG3 (PSD93) (Biolegend 818302) 1:1000, KIF3C (Proteintech 14333–1-AP) 1:800, CDK16 (PCTAIRE) (Proteintech 10102–1-AP) 1:750, RPL28 (Proteintech 16649–1-AP) 1:1000, GAPDH (Thermo Fisher AM4300) 1:10,000, and β-actin (Cell Signaling 3700) 1:5000. GAPDH was verified as a stable loading control by comparing it to the REVERT Total Protein stain (Licor) (Figure 6—figure supplement 1), and GAPDH was used for normalization for all other blots due to ease of quantification. Imaging was performed on a Licor fluorescent imager, and quantification was performed using ImageStudio (Licor).

### Immunohistochemistry

*Tsc1*^+/+^ or *Tsc1*^fl/fl^ L7Cre/L7GFP (N = 4 for each genotype) were perfused at P42 with saline and then 4% PFA. Brains were dissected, post-fixed in 4% PFA for 24 hr, and then placed in 30% sucrose for at least 24 hr. Floating sections (40 µm) were cut on a cryostat and stained with anti-GFP (Thermo Fisher A10262) and anti-SHANK2 (Thermo Fisher PA5-78652). Images were obtained on a spinning disk confocal microscope with 10 images per animal. Images were quantified using custom ImageJ macros. Briefly, GFP-positive dendrites were identified using a simple threshold, cell bodies were manually excluded, and this image was used as a mask to identify SHANK2-positive punctae. Intensity within each puncta was measured individually and averaged across the field of view.

### Statistical methods

Count data from RNA sequencing and TRAP were imported into R for further analysis. Differential expression from both datasets was calculated using the LIMMA package, and the thresholds for differential expression are indicated in the text. An ANOVA with Tukey’s post hoc test was performed to find differences in coverage between sections of transcripts from up- and downregulated genes. . Other statistical tests were performed in R and are indicated in the text. For IHC and western blot data, the average protein expression was imported into PRISM, and the comparison between wild type and mutant was performed using a T-test.

## Data Availability

Raw sequencing and processed data have been deposited in GEO DataSets under accession code GSE169719. The following dataset was generated: DalalJSWindenKDSahinM2021Loss of Tsc1 in cerebellar Purkinje cells induces transcriptional and translation changes in FMRP target transcriptsNCBI Gene Expression OmnibusGSE16971910.7554/eLife.67399PMC827976034259631

How the deposited data were processed for this re-analysis (not part of the article)

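The data comprise 10 RNA-seq libraries of total RNA from sorted PCs (5 of each genotype) and 12 TRAP libraries (3 of each genotype without and 3 with rapamycin). Conditions and library numbers were taken from the sample labels and from the paper's use of the genotype names. The labels give no age for any library and no dose or schedule of rapamycin.

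According to the methods, the reads were paired-end reads, trimmed with Trimmomatic, mapped with STAR to GRCm38 and quantified on a transcriptome assembled with Cufflinks. The authors deposited one table for the sorted PCs and one for TRAP, each with 66494 loci. In both, the unit of the deposited values is a signal that the authors made from estimated fragment counts divided by one size factor per library. The lowest values of each library are multiples of one step, and that step was used to express depth in fragments. Because the values are divided by size factors and not all of them are whole multiples of the step, they were not treated as read counts in the comparisons. Limma-voom on the estimated fragments was run as a later alternative.

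Fragments per library ranged from 43.3 to 86.3 M for sorted PCs and from 2.47 to 6.38 M for TRAP. Low values in TRAP are therefore less precise, and a value of 0 in a TRAP library may be a failed estimate as well as an absent transcript. In TRAP the 10 highest loci took 40.5% to 72.6% of a library, against 6.10% to 9.82% in sorted PCs.

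Values were transformed to log2(value + 1) with a pseudocount of 1. Genes with a mean of at least 5 (sorted) or 2 (TRAP) were tested with limma 3.58.1 (lmFit and eBayes) in R 4.3.3, with the paper's thresholds of an unadjusted p under 0.01 and a fold change above 2, and with the Benjamini-Hochberg adjusted p beside them. Both filters were set from the lowest means in the paper's lists of changed genes, which favours recovery of those lists. Only the groups compared entered each fit, apart from the interactions. ΔTE and its Z-score were computed after the paper's methods, with 100 recalculations, and the limma interaction of genotype and assay was run beside them. The same limma fits compared rapamycin with no rapamycin in each genotype, the genotypes under rapamycin, and the interaction of genotype and rapamycin.

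Gene names came only from the supplementary files, which pair 1985 loci with a reference gene and 1832 with a symbol. These files list genes that the paper found changed or selected, so that a named gene is not a random one. Coordinates are those of the named gene in the GENCODE annotation of GRCm38. Genes named in the text are those the paper names and a supplementary file pairs with a locus, and in each of the sorted and TRAP comparisons the 3 largest decreases and 3 largest increases among named genes past the thresholds whose groups did not overlap. One gene that this rule selects is not reported here. Other genes were chosen after their values were seen.

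The scripts were tested on simulated data with the same relative spread for every gene and no differences between submissions. The raised genes were drawn from those well expressed in both assays. The rates below need not hold for the real libraries. Of 200 genes raised 4-fold, the sorted comparison recovered 198 of 200 among 17895 genes tested and the TRAP comparison 192 among 10298, and among the unchanged genes 12 were called in the sorted and 76 in the TRAP comparison. The comparisons, thresholds, filters, naming rule and alternatives were set before the data were examined, apart from 4 alternatives named as later choices in the closing section. The alternatives were other scalings, pseudocounts of 10 and 0.1, no filter and a stricter filter, an intensity trend in eBayes, submission number as a term or only the submission with both genotypes, libraries 144a and 144b averaged, a block for the TRAP replicate number, all TRAP groups in one fit, a standard error in place of the recalculation SD, and each library left out in turn. Lists of marker genes for 7 cell types (Purkinje cells, granule cells, astroglia, oligodendrocytes, microglia, vascular cells and interneurons) were written before the data were examined. Figures were drawn with matplotlib 3.10.9. The coverage of 3' regions, TOP and FMRP target lists, amplicon libraries and protein measurements were not analysed here.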

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

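The tests of depth in this part were set only after the results had been seen, because a first version of the thinning also replaced the authors' scaling. The counts of other splits of the libraries were set before the data were examined.

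The paper does not report on the 6 TRAP libraries labelled as rapamycin-treated, and their comparisons were run here. In control TRAP, 91 of 8682 genes were past the thresholds with rapamycin against without (17 higher, 74 lower), none of them at an adjusted limma p under 0.05, with 460 at an unadjusted p under 0.05. Of the 10 ways to split these 6 libraries, 2 gave as many genes, the real one included. In mutant TRAP, 169 of 9664 genes were past the thresholds (46 higher, 123 lower). None had an adjusted limma p under 0.05 (the smallest was 0.0819), and 803 had an unadjusted p under 0.05. Only 1 of the 10 splits, the real one, gave as many, which is the smallest share that 3 libraries against 3 allow, so these counts cannot be told apart from a random grouping of the libraries. After thinning each mutant library to the same 2.47 M fragments while keeping its scale, 152 genes were past the thresholds and 122 of them were shared with the 169, which argues against depth as the whole cause. Scaling stays open, because the values scaled to equal totals gave 109 genes, while quantile normalization gave 236. Scaling to equal totals after thinning gave 110 genes, of which 99.1% were lower. Without control 3 the control comparison gave 29 genes and without control rapamycin 3 it gave 434, and without mutant 2 the mutant comparison gave 72. An effect of rapamycin on ribosomal binding stays among the open explanations.

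Between the genotypes under rapamycin, 107 of 8728 genes were past the thresholds (84 higher, 23 lower) and 1 had an adjusted limma p under 0.05. Of the 10 splits, 1 gave as many, again the smallest share possible. The count was 36 without mutant rapamycin 2 and 430 without control rapamycin 3. This comparison shares no library with the one without rapamycin. Of the 84 genes that were decreased without rapamycin and tested in both, 62 (73.8%) were also lower in mutants under rapamycin, against 36.0% of all genes. Their median log2 fold change under rapamycin was -0.79, below every one of 10000 random lists matched on level (central 95% from 0.01 to 0.39). Of the 63 increased genes, 43 (68.3%) were higher under rapamycin, against 64.0% of all genes, and their median lay at percentile 71.5 of the random lists. As a set, the decreases were therefore seen in 2 separate sets of libraries, while the increases as a set did not exceed the random lists. All TRAP libraries share one submission, and no technical explanation was tested for the shared decreases.

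The interaction of genotype and rapamycin in TRAP had 12 genes at an adjusted limma p under 0.05, each with a more positive difference of mutant from control under rapamycin. Past the unadjusted thresholds there were 175 of 9174 genes (152 higher, 23 lower), and 3 of 100 splits of the 12 libraries gave as many, the real one included (median of the others 66), so a random grouping rarely gives such a count. The median interaction over all genes was 0.33, so most of the distribution was shifted. The 3 control rapamycin libraries had correlations of only 0.480 to 0.566 with each other, against 0.71 or more within the other groups, and without control rapamycin 3 the count was 529. With the values scaled to equal totals it was 28, and after quantile normalization it was 122. The drop under equal totals does not single out the control rapamycin libraries, since mutant 3 had the lowest deposited total (860843). The scaling between libraries is a candidate explanation for part of the count of 175, and a difference in the response to rapamycin was not separated from it.

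The log2 value of the AC166344.3 locus in sorted mutant 103 was 2.83, apart from 6.28 to 7.38 in the other mutants. It was the only outlying library among 36 groups of 5 that were tested, and by chance about 1 in 20 groups has one. No explanation was tested.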

How the results depend on the processing

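The alternatives here were set before the data were examined, except limma-voom, the variance prior, the animal number group and the scaling to equal totals, which were chosen after seeing the data. The planned edgeR and DESeq2 alternatives were not run, because the values are not counts. With submission number as a term, the Z-score gave no value, since its SD over left-out libraries was not defined there. Over 17 results, the alternatives set before the data were examined, other than leaving out libraries, gave 151 values, of which 97 stayed within the spread or within 1.5 times of the first value, 48 moved and 6 reversed. The later ones gave 26 values, of which 14 stayed, 10 moved and 2 reversed. Where a value changed, the cause was not tested unless stated.

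Submission number as a term reduced the 242 genes past the thresholds to 33, of which 57.6% were lower, and gave a median log2 fold change of -0.017 and a correlation of 0.000765. The fold changes with this term come from submission MS3005 alone. With only the 4 libraries of submission MS3005, in part because there are fewer libraries, there were 100 genes (56.0% lower), 1 gene at an adjusted p under 0.05, a median of -0.015 and a correlation of -0.0123. In TE, the term left 5 genes at an adjusted p under 0.05, and only submission MS3005 left 6, with 244 genes at a Z-score above 4 (64.3% increased). With 144a and 144b averaged, 66.7% of the sorted genes were lower and 13 TE genes had an adjusted p under 0.05.

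Without the filter on low values, the counts were 702 sorted genes (32.1% lower, median 0.17, 9 at an adjusted p under 0.05), 441 TRAP genes (71.7% increased, median 0.13), and 1749 genes by the Z-score (61.6% increased) with 26 by the adjusted p. They were 509 for rapamycin in control TRAP, 410 in mutant TRAP, 535 between genotypes under rapamycin and 381 for the interaction. The unfiltered genes include many at or near 0. With the stricter filter the TRAP median was 0.023, 85.3% of the Z-score genes were increased and 17 TE genes had an adjusted p under 0.05. With fewer genes tested, 24, 32 and 36 were past the thresholds for rapamycin in control TRAP, the genotypes under rapamycin and the interaction.

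Quantile normalization gave a sorted correlation of -0.00661, 37.1% of TRAP genes increased with a median of 0.017, 67.3% of Z-score genes increased, 149 genes for rapamycin in control TRAP and 182 between genotypes under rapamycin. With a pseudocount of 10 the TRAP median was 0.021, 10 TE genes had an adjusted p under 0.05 and the interaction had 95 genes. With a pseudocount of 0.1 there were 39 genes for rapamycin in control TRAP and 55 under rapamycin. An intensity trend in eBayes gave 24 TE genes, 53 for rapamycin in control TRAP and 101 for the interaction. With all 4 TRAP groups in one fit, 65 TRAP genes were past the thresholds and 60.0% were increased. With the standard error in place of the recalculation SD, 123 genes exceeded 4, which follows from the larger denominator. Median-of-ratios size factors moved none of the 17 results.

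Scaling to equal totals, chosen after seeing the data, moved many of the TRAP results. It gave 78 TRAP genes (94.9% increased, median over all genes 0.47), a median of 0.22 for the genes downregulated in sorted PCs, 77 genes by the Z-score (89.6% increased), 8 TE genes by the adjusted p, 109 genes for rapamycin in mutant TRAP and 28 for the interaction. In sorted PCs it gave 62.7% lower and a median of 0.079. In TRAP, totals are dominated by a few loci, and mutant 3 has a deposited total of 860843 against 3551954 or more in the other libraries without rapamycin. Limma-voom gave 58 TRAP genes, also after seeing the data.

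The TRAP replicate numbers do not pair the libraries, since same-numbered libraries had correlations of their deviations from -0.0654 to 0.0444. A fit with the replicate block gave 202 TRAP genes against 189, 100 for rapamycin in mutant TRAP and 64 under rapamycin. It moved no other count by over 1.5 times.

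Leaving out 1 library at a time gave 172 values, of which 112 stayed within the spread or within 1.5 times. Sorted genes ranged from 104 (without mutant 61) to 530 (without mutant 167), and the share lower from 51.7% (without control 45) to 86.0% (without mutant 103). TRAP genes ranged from 98 (without mutant 2) to 354 (without control 2), their share increased from 32.2% (without mutant 3) to 69.0% (without control 3) and the TRAP median from 0.026 to 0.091. The share of Z-score genes increased ranged from 69.2% (without TRAP control 2) to 80.0%, and the TE genes at an adjusted p under 0.05 from 11 (without TRAP mutant 2) to 284 (without TRAP control 2). The rapamycin counts ranged from 29 to 434 in control TRAP, 72 to 221 in mutant TRAP, 36 to 430 under rapamycin and 121 to 529 for the interaction, the highest of these without control rapamycin 3 in all but mutant TRAP. The sorted median (0.01 to 0.04), the sorted correlation (-0.172 to -0.0916), the median of the downregulated genes in TRAP (-0.23 to -0.07), the Z-score count (577 to 931), the exosome genes increased (17 to 21) and the count of 0 sorted genes at an adjusted p under 0.05 (with 1861 at an unadjusted p under 0.05 over all libraries) moved by no more than the spread between libraries or 1.5 times. The depth of TRAP, 2.47 to 6.38 M fragments, limits genes of low level most.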

Differences from the paper's values

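The legend of Figure 1c gives the paper's value of 679 differentially expressed genes, against 242 here, while the text gives the paper's value of 192. Of the alternatives set before the data were examined, those within 1.5 times of the legend's count were the one without a filter on low values, with 702 genes of which 32.1% were lower, and the one without mutant 167, with 530 genes. Sorted genes numbered exactly 192, all of them those of Supplementary file 1, when the variance prior was taken from genes with a mean log2(value + 1) above 1. That setting was chosen after seeing the values, by trying several priors and filters against the paper's list.

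The paper gives 1808 genes with a ΔTE Z-score above 4, against 814 here. Without the filters on low values the count was 1749, and no other alternative set before the data were examined came within 1.5 times of the paper's. Of the paper's 1808 genes, 975 did not pass both filters here and 833 did, and 724 of the 833 had a Z-score above 4. The paper gives 1131 genes with an increased ΔTE, against 629 here. That number was 1077 without the filters, and pseudocount 10 gave the next highest, 728.

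For TRAP, the paper's count is 165 and the count here was 189, and with the stricter filter it was 165. The genes shared at that setting were not counted. With the first setting, 128 of the paper's 165 genes were called.

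The paper states a bias toward downregulation over all genes, including those without a significant change. Here the median log2 fold change was 0.03 over all genes and also 0.03 over those not past the thresholds, with 47.4% and 47.0% below 0. Because one size factor per library sets the typical gene near 0, these medians neither show nor exclude a shift shared by all genes. The paper also states that TRAP binding of the downregulated transcripts is maintained. Here their median of -0.17 was smaller in size than its SD of 0.24 between mutant TRAP libraries. It lay at percentile 0.05 of random lists matched on level, which measure spread over genes and not between animals. With the values scaled to equal totals it was 0.22.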

Other observations

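The tests of submission number, scaling between libraries, animal number, marker genes, genes low in TRAP, depth and the standard error were chosen only after the results had been seen. The splits of the libraries and the test of size factors were set before.

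More genes past the thresholds were lower than higher in sorted mutant PCs (73.1% of 242). Of 100 splits of the 10 libraries into groups of 5, 9 gave as many genes past the thresholds, the real one included. In these 9, the share of genes in the more frequent direction ran from 52.8% to 84.7%. The real share of 73.1% lay inside that range, so other groupings gave shares as one-sided. The 15 splits that kept the 3 mutants of submission MS2723 together gave a median of 242 genes, against 26 for the other 85. The split with the most genes, 962 with 528 at an adjusted limma p under 0.05, put libraries 45, 48, 61, 74 and 103 against the rest, which are the 5 lower against the 5 higher animal numbers. With animal number group as a term, 243 genes were past the thresholds, 175 of them shared with the 242, and 67.5% were lower. Among the lower numbers alone (3 mutants and 2 controls), 43.9% of 1214 genes were lower, and among the higher numbers (2 mutants and 3 controls) 66.4% of 116. Animal number therefore stays open. Quantile normalization, which moved other sorted results, gave 67.4% lower of 273 genes (Wilson 95% interval 61.6 to 72.7), and scaling to equal totals gave 62.7% of 244 (56.5 to 68.5). Both intervals lie above 50%, though they are over genes, which are not independent. This argues against the authors' scaling as the whole cause, though not as the cause of part of the excess. Median-of-ratios factors gave 73.0% but moved no other result either and so decide nothing. Thinned to 43.3 M fragments with each library's scale kept, 70.0% of 250 genes were lower, and 230 of the 250 were shared, which argues against depth. With thinned libraries set to equal totals, the version first run, 63.0% of 246 genes were lower.

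Submission number is only partly separable from genotype. Between the mutants of submission MS2723 and the controls of submission MS2872, which differ in both, 535 genes were lower past the thresholds, with a median log2 fold change of -1.83. In submission MS3005 the same genes had a median of -0.16, below the central 95% of random lists matched on level (-0.05 to 0.01), and it was -0.17 for the 533 genes selected without control 144b. Leaving out 1 library of MS3005 at a time gave medians of -0.24 (without mutant 167), -0.08 (without mutant 191), -0.34 (without control 176) and -0.01 (without control 144a). Only the last lay inside its range of random lists (-0.04 to 0.02). In the reverse direction, this test called 94 genes in MS3005, against 100 in the separate fit of MS3005, so the gene sets differ. The 50 of the 94 that were lower had a median of -0.23 between the mutants of MS2723 and the controls of MS2872, below random lists (-0.11 to 0.63). Without control 144b, which carries the same animal number as 144a, it was -0.14, inside them (-0.19 to 0.68). With 144b left out of the selection and 144a out of MS3005, the median of the 533 genes was -0.01, inside random lists (-0.04 to 0.02). A decrease shared by the submissions was therefore not seen in MS3005 without 144a, nor in the reverse direction without 144b. Whether the submissions share decreases stays open. With 2 libraries per genotype in MS3005, a difference between submissions cannot be told apart from genotype. The 355 genes that were higher in the mutants of MS2723 than in the controls of MS2872, with a median of 1.55, had a median of -0.02 in MS3005, inside the range of their own random lists (-0.06 to 0.03). Most of the size of both sets was absent in MS3005, and the fold changes of the 2 comparisons had a correlation of 0.0100 across genes. The 177 genes lower in all libraries together had a median of -0.84 between the mutants and controls of MS3005, but these libraries took part in selecting them. Between the mutants of MS2723 and those of MS3005 their median was -1.03.

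A candidate explanation for the size of the decreases is a smaller share of PC RNA in the mutant libraries of submission MS2723. Of 27 PC markers, 20 have a named locus, and 8 of these are in Supplementary file 1, so that the study picked them from these libraries. The others are named because another supplementary file lists them as changed or selected, and the set is therefore not neutral. Their median difference between the mutants of submission MS2723 and those of MS3005 was -2.51, and 18 of 20 were lower in all 3 libraries than in both of the others. Within submission MS3005, mutants were below controls by a median of -0.36. The mean marker level relative to all libraries was -2.89 in mutant 103, -1.97 in mutant 61 and -0.97 in mutant 74, and 0.41 to 1.35 in the other 7. Highly expressed markers were among them, such as Pcp2, whose mean log2 value was 13.96 in the mutants of MS2723 and 16.97 in those of MS3005. Of 17 markers with a mean level of 8 or more, 5.88% lay farther than 2 standard errors from the median change, which one common loss of PC RNA would give, although 3 libraries against 2 make this a weak test. With the mean marker level as a term, 37 genes were past the thresholds and 56.8% were lower. The marker level follows genotype, so this term also removes any real change of PC genes.

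A loss of PCs alone, with every other cell type raised alike, is argued against. The 4 named astroglial markers of 20 changed by a median of 0.49 and the 4 microglial markers of 12 by -0.92, a difference of 1.41, and their ranges did not overlap. The most abundant of each, Apoe and Csf1r, were at mean log2 values of 17.88 and 13.50 in the mutants of MS2723 and of 17.43 and 14.28 in those of MS3005. The 1 vascular marker of 10, Flt1, was at -1.33. The 4 interneuron markers of 10 had a median of -2.50, close to the -2.51 of the PC markers. Gad1, Gad2 and Slc32a1 were at -2.11, -3.28 and -2.90, and Tfap2b at -0.06 (standard error 3.61). These genes were not shown here to be absent from PCs, so their median says nothing separate about interneurons. None of the 17 granule cell or 13 oligodendrocyte markers has a named locus. These lists hold few genes, which the supplementary files selected. A reduced level of PC transcripts in mutant animals stays open.

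The Z-score count depends on how the SD was estimated. With the standard error in place of the SD of the recalculations, 123 genes exceeded 4 in place of 814, as a smaller SD would give. The count of 814 was still higher than in any other of 100 splits of the 16 libraries (1 of 100, the real one; median of the others 319, highest 797). For the limma interaction, 2 of 100 splits gave as many as 41 genes (median of the others 1, highest 44). The counts of the real grouping therefore may exceed what regrouping gives, while a Z-score above 4 was common in regrouped libraries. The real grouping also keeps the mutants of submission MS2723 together. Splits of the sorted libraries that did so gave a median of 242 sorted genes, against 26 for the others. This test therefore cannot separate genotype from submission. With submission number as a term, the limma interaction left 5 genes at an adjusted p under 0.05.

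In TRAP, 1 of 10 splits gave as many as the 189 genes past the thresholds, the smallest share possible, so a random grouping cannot be told apart from genotype by this count. Thinned to 2.68 M fragments with each library's scale kept, 195 genes were past the thresholds, 148 of them shared, which argues against depth as the whole cause. With thinned libraries set to equal totals, as first run, there were 80 genes with 3.75% lower. Scaling to equal totals without thinning gave 78, so that the scaling and not the thinning moved this count.

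Glial genes were higher in mutant TRAP without rapamycin, with log2 fold changes of 2.71 for Gfap and 1.92 for Apoe, and in mutants they were lower with rapamycin by -2.39 and -2.06. More RNA from other cells in the mutant TRAP libraries is a candidate explanation. The 938 genes lowest in TRAP relative to sorted PCs had a median log2 fold change of 0.20, above the central 95% of random lists matched on level (0.07 to 0.18), which such RNA would give. The shift is small beside those of Gfap and Apoe, and another astroglial marker, Tnc, was at -2.27. A change of glial genes in mutant cerebellum stays open. These genes were chosen after their values were seen.

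A reversal of the mutant differences by rapamycin was looked for and not separated from shared libraries. Across 9157 genes, the genotype difference and the rapamycin difference in mutants had a correlation of -0.451, and 92.4% of the genes past the thresholds for genotype went the opposite way. Unchanged groups simulated with the same shared mutant libraries gave -0.499 and 87.1%. Between the genotype differences without and with rapamycin, which share no library, the correlation across 8285 genes was 0.211.

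The loci assigned to E030025P04Rik and Tbc1d23 take up much of the TRAP libraries of one genotype. The first was listed at 0 in all 6 control TRAP libraries, with or without rapamycin, and took 2.89% to 21.7% of the 6 mutant libraries. The second was listed at 0 in the controls except control rapamycin 2, where it took 12.0%, and took 5.30% to 9.24% of the mutant libraries. In sorted PCs both were detected at a mean log2 value of 17.08 and 17.42 in controls. No explanation was tested.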
